A study of Ciona robusta with 6 samples. Its data were reported in "Sinus venosus adaptation models prolonged cardiovascular disease and reveals insights into evolutionary transitions of the vertebrate heart" (2023).

How the data were processed

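Bulk RNA-seq libraries of adult Ciona robusta hearts were analysed from the processed table that the authors deposited. Each library was made from pooled heart pieces dissected into the central cardiac tube, the pharyngeal blood sinus or the stomach blood sinus, with 2 libraries per group and 6 in all. Per the paper's methods, pericardial cells were removed and each blood sinus piece carried some of the neighbouring heart tube muscle.

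According to the methods, the authors trimmed adapters with cutadapt, aligned reads to a Ciona genome with STAR, kept uniquely aligned reads and counted them per gene with featureCounts of the Subread package. The paper's methods describe a batch correction with RUVs, which takes out 1 factor of unwanted variation estimated from replicates, within DESeq2, for the zebrafish libraries of the study, and state that the Ciona libraries were handled the same way. The labels give no tool versions, and the paper's methods give them for the zebrafish libraries. The deposited table lists 793 genes by symbol, a small part of the genes of the genome, and genes outside it were not analysed here. None of the 793 identifiers matched the reference table at hand (0 matches), so symbols were used as the table gives them and no coordinates are printed. Whether near-identical gene copies share reads could not be checked.

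The table has a column per library whose header calls the values raw. Checked on the values, these are not raw reads. Over the 179 genes with a mean above 1000, the differences between replicates on the natural log scale had singular values of 2.43, 1.79 and 0.00279 for the 3 groups, so that 1 weighted sum of the differences was close to 0 in every gene (at most 0.000688, where the median difference was 0.0838). The deposited values in these columns were therefore treated as a score, that is, reads per gene from which the authors had taken out 1 factor and which had been rounded to whole numbers, and count models were not used on them. The deposited FPKM values were made by the authors from the adjusted values, with DESeq2 size factors (0.975 to 1.03) in place of library totals. They imply a whole-number gene length, within 0.01, for 100% of the genes. The deposited log2 fold changes and the deposited p-value and adjusted p-value of each comparison were made by the authors with the Wald test of DESeq2, and were used here only as an alternative.

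Each comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), a pseudocount of 1, with all 6 libraries and the 3 groups in 1 model, a term for the removed factor, and moderated variances with a trend on the mean level. Taking out a factor uses up a degree of freedom that a model of groups alone still counts, so the term left 2 residual degrees of freedom in place of 3, with 4.02 prior degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison, with no filter on low values. The median standard error was 0.209 on the log2 scale. Read depth is unknown, so no counting interval is given.

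The design written before the data were examined foresaw limma on log2(value + 1) for normalized values, with no covariate. The term for the removed factor is a departure from it, made because of the unit found. The fit was settled after several had been run on these data and their numbers of calls had been seen. A count model was run first, while the values were taken for reads, and was dropped when the tie between replicates was found. Then 12 limma fits were compared side by side, on FPKM or adjusted values, with no term, the factor term or a replicate block, and with or without the trend. The term has grounds outside the calls, but the trend and the choice of FPKM were settled with the calls in view, and the closing section gives their alternatives.

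The fit was tested on simulated data. In 100 simulated data sets of 793 unchanged genes, with noise drawn from the fitted spread and 1 factor taken out, 5.32% of genes had an unadjusted p under 0.05 with the term and 12.6% without it. At the adjusted threshold the order was the opposite, with a mean of 0.703 false calls per comparison with the term and 0.24 without it. Where the simulated libraries also held a real factor with 2 times the spread, the shares were 10.0% and 18.5%, so the test can be too liberal. With 200 of 793 genes changed, in 20 runs, 79.2% of 2-fold changes were recovered for the pharyngeal sinus against the cardiac tube, 77.8% for the stomach sinus against the cardiac tube and 80.6% between the sinuses, with 5.37%, 5.33% and 4.66% of the calls on unchanged genes.

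The comparisons were the pharyngeal sinus against the cardiac tube, the stomach sinus against the cardiac tube and the pharyngeal against the stomach sinus. Genes past the threshold in both comparisons with the cardiac tube were set beside the overlap of independent lists and beside the simulated unchanged groups that share the cardiac libraries. A gene was called equivalent between the sinuses when the 90% interval of its difference in log2(FPKM + 1) lay within -1 to 1. The genes of 22 lists were fixed before the data were examined, by symbol, of which 20 had at least 3 listed members: the sinus, cardiac and pharyngeal genes named by the study, cardiac and cardiopharyngeal regulators, Hox and ParaHox, endothelial and blood regulators, endostyle and thyroid, digestive tract, hemocyte and immune, neural, Wnt, FGF and ephrin and receptor tyrosine kinase, TGF-beta and BMP, Notch, Hedgehog and retinoid, germline and sperm, extracellular matrix, ion channels and mechanosensing, cell cycle, and heat shock and ribosome genes. The stomach genes named by the study and contractile muscle had 2 members each. Matching by symbol also took in genes that do not belong, namely tektinA1 and tektinB1 among endothelial and blood regulators, axin among germline and sperm, capza and capzb among hemocyte and immune, lefty/antivin among Wnt and cdc42 among cell cycle genes, and missed six12, pax3/7-like and pax258, which are spellings of genes meant for the study's sinus, the study's pharyngeal and the endostyle and thyroid lists. The lists were kept as fixed, and the corrected membership, chosen after the values were seen, is an alternative. Each list was tested with a 2-sided permutation of genes (100000 resamples) of the mean signed z of its members, adjusted over the 60 list tests, of which 13 passed. This test takes genes as independent. With the correlation between genes estimated (camera), 0 passed, and 0 by the rotation test fry. The camera test rests on the 2 residual degrees of freedom, and its smallest unadjusted p over all lists was 0.0736. It could therefore pass hardly any list here. A call lost in it is not shown to be false. The test fry also allows for correlated genes, and its smallest unadjusted p was 0.00335, for the study's sinus genes in the pharyngeal sinus. The germline and sperm list had an unadjusted fry p of 0.217 (stomach sinus against cardiac tube) and 0.148 (between the sinuses). Its permutation calls are therefore not borne out by a test that allows for correlated genes.

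Genes named in the text are those the study named, per comparison up to 10 with the largest log2 fold change in each direction among those past the threshold, the 10 with the smallest p, and up to 4 members of a list with a called member or test, or up to 2 where none passed. Any other gene named was chosen after its values were seen. The alternatives were other thresholds, a 2-fold minimum, other adjustments, fold changes centred on the median gene, leaving out each library, a replicate block and, chosen after seeing the data, no factor term, no trend, pseudocounts of 0.1 and 10, a filter at a mean FPKM of 5, adjusted values in place of FPKM, the authors' adjusted p, list membership corrected by symbol, the study's lists left out of the adjustment and the estimated correlation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.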

Results

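RNA was sequenced from pools of 3 parts of the adult heart of the tunicate Ciona robusta, namely the central cardiac tube (C), the pharyngeal blood sinus (PS) and the stomach blood sinus (SS). Each part was represented by 2 libraries, 6 in all. The deposited table listed 793 genes by symbol, with an adjusted read value and an FPKM per library. The adjusted values summed to between 1412759 (PS replicate 2) and 1950483 (cardiac tube replicate 2) per library over the listed genes, and the sequencing depth itself was not recoverable from them. Between 782 and 787 of the genes were above 0 in each library. The gene listed as if-a alone took 16.9% to 18.1% of the total in the cardiac tube. The first principal component of log2(FPKM + 1) held 48.0% of the variance and placed both PS libraries (13.4 and 13.8) apart from the other 4. The second, with 35.3%, separated both cardiac tube libraries (8.55 and 9.96) from both stomach sinus libraries (-6.83 and -13.5).

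The pharyngeal sinus was compared with the cardiac tube to ask which genes mark the vessel on the pharyngeal side of the heart. The Hox gene hox3 rose from a mean of 256 ± 33.6 FPKM in the cardiac tube to 961 ± 123 FPKM in the PS (SD, n = 2 each), a log2 fold change of 1.90 ± 0.15 (SE, limma adjusted p = 0.00545). The ParaHox gene ipf1 went from 0.755 to 75.8 FPKM (log2 fold change 5.26 ± 0.77, adjusted p = 0.0216), although its 2 PS libraries were far apart (SD 66.8 FPKM). The tyrosine hydroxylase symbol th (6.20 ± 0.57), pax3/7-like (4.34 ± 0.42), six12 (3.51 ± 0.46) and the neuropeptide gene gnrh1 (4.77 ± 0.64) also rose, and hnf6, which was listed at 0 in both cardiac libraries, reached 14.4 FPKM. In the opposite direction, the cardiac homeobox gene nk4 fell from 614 ± 3.31 to 345 ± 34.5 FPKM (log2 fold change -0.83 ± 0.13, adjusted p = 0.0255), and ache (acetylcholinesterase, -1.27 ± 0.12), err (-1.21 ± 0.12), irx-b (-0.67 ± 0.12) and smyd1 (-0.71 ± 0.14) fell with it. The gene if-a fell by 1.43 on the log2 scale. The authors' deposited log2 fold changes correlated at 0.838 with these across genes, but some sizes differed widely. They were 0.334 for ipf1, 3.35 for th, 1.78 for pax3/7-like and 1.54 for gnrh1, against closer values of 1.77 for hox3 and -1.39 for if-a.

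**Figure D1:**
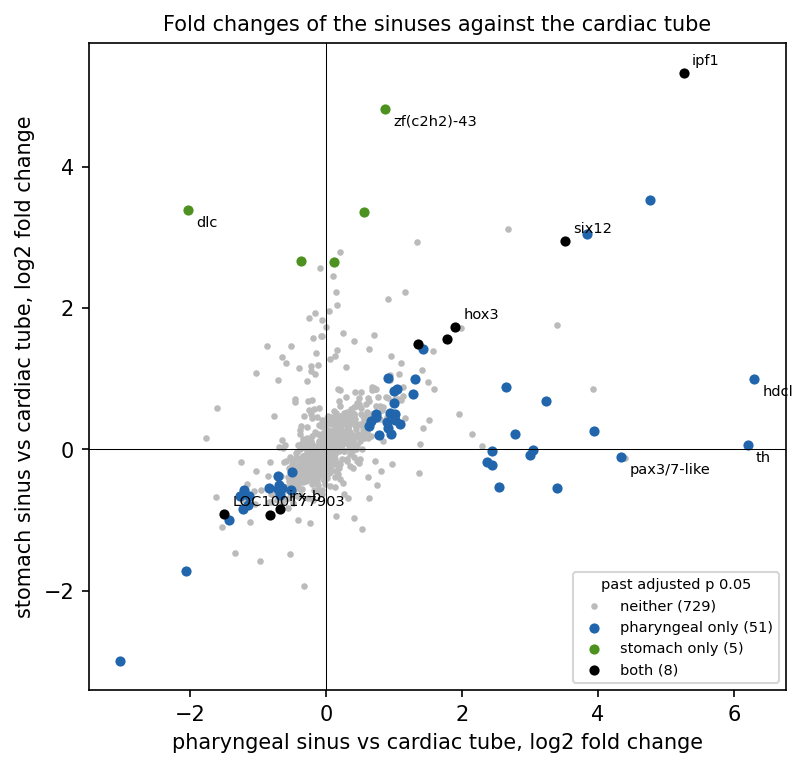
Each point is 1 of 793 genes, placed by its log2 fold change in the pharyngeal sinus (horizontal) and the stomach sinus (vertical) against the cardiac tube. Colours mark genes past an adjusted p of 0.05, of which 8 passed in both comparisons; both axes share the 2 cardiac tube libraries.

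In all, 59 of 793 genes passed an adjusted p of 0.05 between the PS and the cardiac tube, 40 higher and 19 lower, and 185 had an unadjusted p under 0.05. Without a term for the factor that had been taken out of the deposited values the count was 151 (86 higher, 65 lower), without a trend of the spread on the level it was 13, and the authors' own adjusted p gave 85 (45 higher, 40 lower). The count was 2 without cardiac tube replicate 1 and 0 without cardiac tube replicate 2. These fits leave 1 residual degree of freedom. In them the count between the sinuses, which compares no cardiac library, also fell to 0, so the loss does not show that the changes rest on the cardiac libraries. Fits without a single sinus library leave the same residual degrees of freedom, and the count for the PS against the cardiac tube did not collapse in them. The lost degree of freedom alone therefore does not account for the drop. None of the called genes named here changed sign.

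Of the 7 symbols that the fixed list of the study's sinus genes matched, 3 were higher in the PS (hox3, ipf1 and fli/erg1, the last with a log2 fold change of 1.04 ± 0.20) and 4 did not pass, among them isl (1.11 ± 0.26, adjusted p = 0.0583) and ets/pointed1 (1.13 ± 0.28, adjusted p = 0.0679). The symbol six12, meant for the list and missed by it, was higher too. The paper's results write fli/erg and ets/pointed without a number, so the list also took in fli/erg4 and ets/pointed2. Adjusted over the list alone, 5 were higher. The list's mean signed z lay above that of random genes (permutation adjusted p = 0.00437), and this was lost with an estimated correlation between genes (camera adjusted p = 0.706). Of the 7 cardiac genes named by the study, 3 were lower (nk4, irx-b and sfrp1/5), all 7 had negative fold changes, and 5 were lower adjusted over the list alone (permutation adjusted p = 0.0006, camera adjusted p = 0.706 with an estimated correlation). The tropomyosin gene tropm1 had a log2 fold change of -0.41 ± 0.14 and did not pass (adjusted p = 0.148). Of the 3 pharyngeal genes that the list matched, 2 were higher, tgfbeta2 (1.29 ± 0.21) and sfrp3/4-b (0.73 ± 0.11), and 3 were higher adjusted over the list alone (permutation adjusted p = 0.0041, camera adjusted p = 0.706 with an estimated correlation). The symbol pax3/7-like, meant for that list and missed by it, was higher as well. These 3 lists were chosen by the study on these samples. Neither their permutation values nor the counts adjusted over each list alone are therefore independent evidence of direction. Neither piezo nor a troponin I symbol was listed in the table. The paper's threshold for Ciona genes in its clustering was an unadjusted p under 0.05, unlike the adjusted one used here. By the authors' adjusted p (DESeq2 Wald test), isl (0.0311), ets/pointed1 (0.0263), tropm1 (0.0167) and endostyle-specific (0.0046) passed in the PS. The gene sfrp3/4-b (0.0702), called here, did not.

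**Figure D2:**
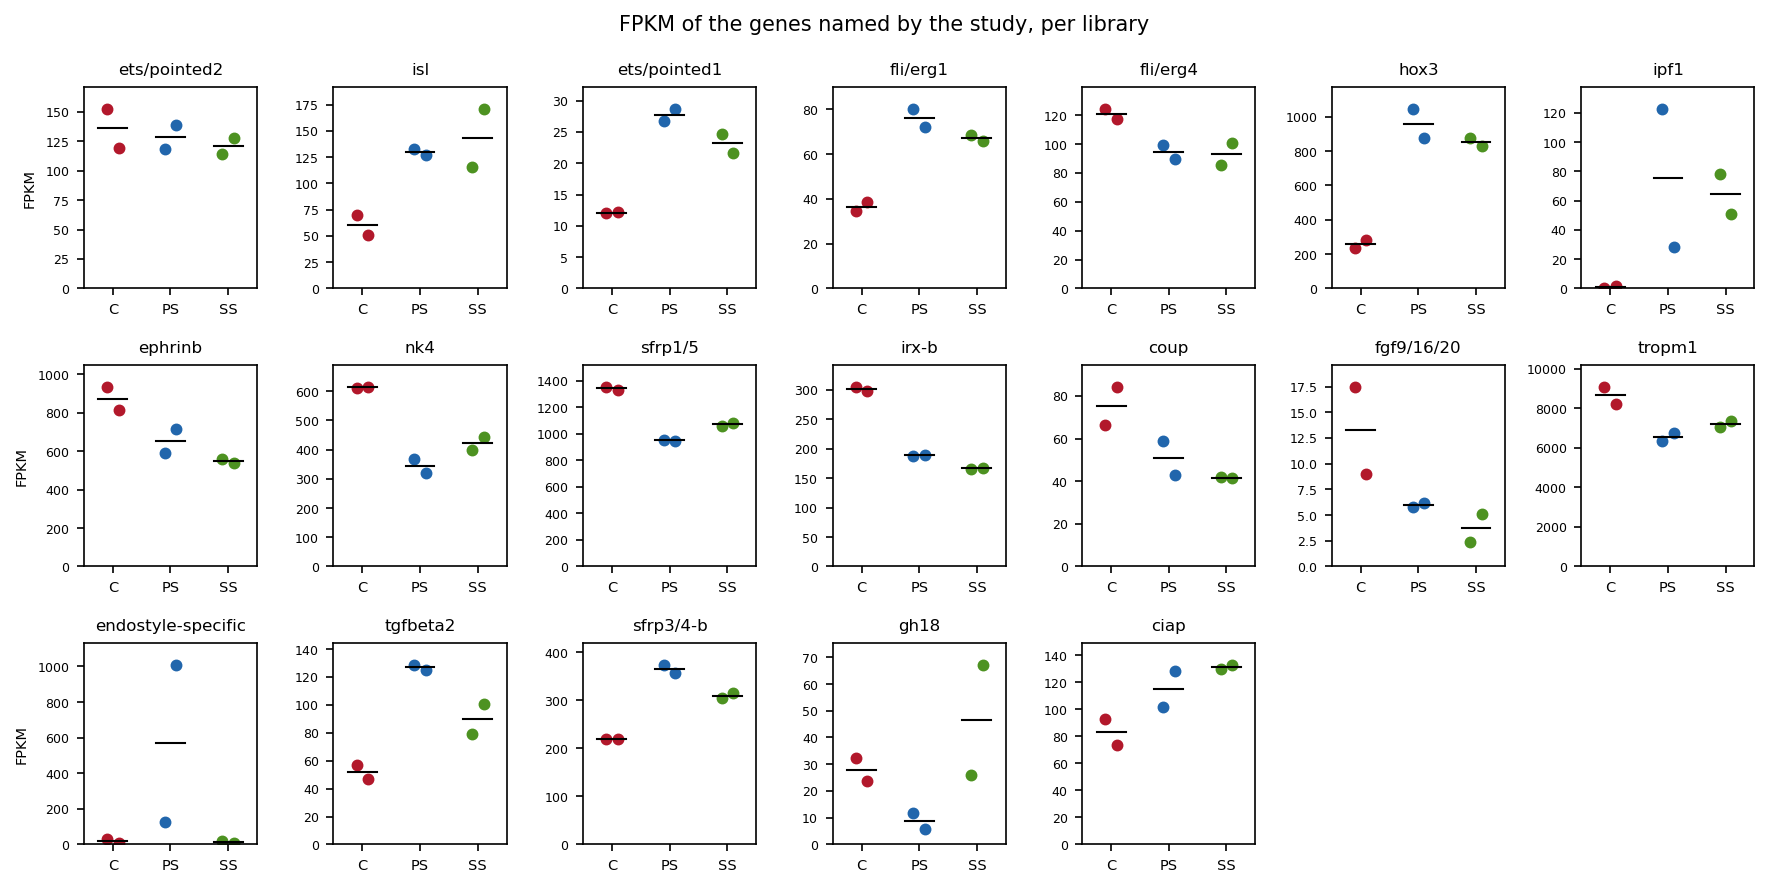
FPKM per library (points) and group mean (bars) for the genes named by the study, in the cardiac tube (C), pharyngeal sinus (PS) and stomach sinus (SS), 2 libraries each. Each vertical axis starts at 0 and has its own range, and the 2 PS libraries of ipf1 and endostyle-specific were far apart.

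Among lists fixed on general knowledge, 3 of the 5 Hox and ParaHox genes were higher in the PS (hox3, ipf1 and hox4, the last 1.01 ± 0.21), with a permutation adjusted p of 0.0492 that was lost with an estimated correlation (camera adjusted p = 0.706). The study had named hox3 and ipf1 on these samples, and the 3 other members did not pass as a list in tests without the study's genes and lists (permutation adjusted p = 0.896). With all 5 members, adjusted over the same 51 tests, it was 0.0777. The full list did not pass once the membership of other lists was corrected by symbol (0.0511). Its call was also lost without the term for the removed factor (0.155), without stomach sinus replicate 1 (0.175) and without replicate 2 (0.183). Of 14 neural genes, 3 were higher (gnrh1, ci-gnrhr4 and opsin3) and 2 lower (among them ache), with 10 of 14 fold changes positive (permutation adjusted p = 0.0322, camera adjusted p = 0.706 with an estimated correlation). None of the 14 was named by the study, yet the permutation adjusted p was 0.0602 once the study's lists were left out of the adjustment, and 0.0752 once its genes were left out of the other lists too. Without the term for the removed factor it was 0.0714. By the authors' adjusted p, opsin3 did not pass here (0.192) or between the sinuses (0.0726), and gnrh1 and ci-gnrhr4 passed here. Of the 16 symbols of the Wnt list, 3 were higher, among them wnt5 (0.94 ± 0.18) and lefty/antivin, which is a TGF-beta family ligand, and 1 was lower. The list did not pass with lefty/antivin (permutation adjusted p = 0.947) or without it (0.674). The list of endothelial and blood regulators matched 9 symbols, of which tektinA1 and tektinB1 are axonemal genes that the germline and sperm list also holds. Of the other 7, fli/erg1 was higher, and the list did not pass with 9 symbols (0.947) or with 7 (0.878). Of 22 TGF-beta and BMP genes, 2 were higher, among them lefty/antivin (1.43 ± 0.25), and admp was lower (-3.02 ± 0.65), and the list did not pass (0.879). Of 13 cardiac and cardiopharyngeal regulators, nk4 and irx-b were lower and the list did not pass (0.429). Of 6 digestive tract genes, hnf6 was higher and foxa-a lower (-2.05 ± 0.41), with a list adjusted p of 0.947.

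The stomach sinus was compared with the same cardiac libraries to ask whether the vessel on the other side of the heart carries the same genes. Hox3 rose to 855 ± 33.8 FPKM (log2 fold change 1.74 ± 0.15, adjusted p = 0.0183), ipf1 to 64.6 ± 19.7 FPKM (5.34 ± 0.77, adjusted p = 0.0438) and six12 to 10.7 ± 1.71 FPKM (2.95 ± 0.46, adjusted p = 0.0474). The authors' deposited log2 fold changes were 1.59, 0.302 and 1.43 for these genes, so the sizes for ipf1 and six12 depend on the method. Several genes that did not pass in the PS also rose, among them dlc (3.39 ± 0.46), soxh (2.66 ± 0.38), dead1a (2.66 ± 0.39) and dnal1, which by its symbol is an axonemal dynein light chain (3.37 ± 0.55). The zinc finger gene zf(c2h2)-43 was listed at 0 in both cardiac libraries and reached 29.2 ± 14.4 FPKM. The vasopressin receptor symbol ci-vp-r (-0.92 ± 0.13) and irx-b (-0.85 ± 0.12) fell.

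In all, 13 genes passed between the SS and the cardiac tube, 10 higher and 3 lower, and 182 had an unadjusted p under 0.05, 86 higher and 96 lower. The balance of directions turned with the setting, to 47 higher and 66 lower (113 in all) without the term for the removed factor and to 35 higher and 63 lower (98 in all) by the authors' adjusted p. The count was 32 with adjusted values in place of FPKM (18 higher, 14 lower), 26 with genes of mean FPKM under 5 left out, 2 with a pseudocount of 0.1 or 10, and 0 without the trend. It was 0 without either cardiac tube replicate or either stomach sinus replicate, and 90 and 92 without PS replicate 1 and PS replicate 2.

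Of the 7 symbols that the fixed list of the study's sinus genes matched, hox3 and ipf1 were higher in the SS, and 5 were higher adjusted over the list alone (permutation adjusted p = 0.00645, camera adjusted p = 0.706 with an estimated correlation). The symbol six12, missed by that list, was higher as well. Of the 7 cardiac genes, irx-b was lower, all 7 had negative fold changes and 6 were lower adjusted over the list alone (permutation adjusted p = 0.0003, from a raw p of 1e-05, the smallest that the resampling can give, and camera adjusted p = 0.706 with an estimated correlation). The study chose both lists on these samples. By the authors' adjusted p (DESeq2 Wald test), isl (0.0143) and fli/erg1 (0.0106) also passed higher in the SS, and ets/pointed1 (0.122) did not. Of the cardiac genes, ephrinb (0.00066), nk4 (0.0132) and fgf9/16/20 (0.0462) passed lower besides irx-b. By the same measure sfrp1/5 (0.0999), coup (0.107) and tropm1 (0.125) did not pass. Of the 2 stomach genes, ciap had a log2 fold change of 0.66 ± 0.20 and gh18 of 0.58 ± 0.55, and neither passed. Of the 5 Hox and ParaHox genes 2 were higher, hox3 and ipf1. The list did not pass (permutation adjusted p = 0.305), though it did without PS replicate 1 (0.00504) or PS replicate 2 (0.00634). Among lists fixed on general knowledge, 14 of the 16 germline and sperm genes had positive fold changes, with a median log2 fold change of 1.30, and 1, dnal1, passed (permutation adjusted p = 0.0004, camera adjusted p = 0.756 with an estimated correlation). By the authors' adjusted p (DESeq2 Wald test), dnal1 (0.00055), ci-rsp9 (0.000755), tektinB1 (0.000808), lrr37 (0.037) and s-themis-b (0.0439) passed higher. Of the same list, ci-rsp4/6 (0.128) and s-themis-a (0.609) did not pass by it. Of 27 FGF, ephrin and receptor tyrosine kinase genes, 20 had negative fold changes and none passed alone, with a median log2 fold change of -0.24 (permutation adjusted p = 0.0041, camera adjusted p = 0.706 with an estimated correlation). Without the study's genes and lists, with 25 members and 51 tests, the permutation adjusted p was 0.0658. With all 27 members over the same 51 tests it was 0.00612.

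**Figure D3:**
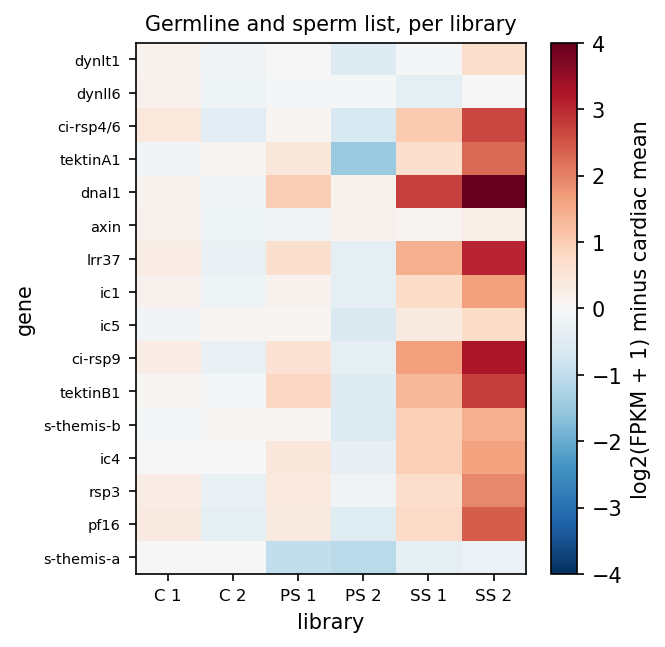
Log2(FPKM + 1) minus the cardiac tube mean for the 16 germline and sperm genes (rows) in each of the 6 libraries (columns), red above and blue below 0. Of the 16, 12 lay above both cardiac libraries in stomach sinus replicate 1 and 14 in replicate 2.

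Of the genes that passed against the cardiac tube, 8 did so in both sinuses with the same sign. Hox3, ipf1, six12, ciha9d22 and LOC494380 were higher in both, and irx-b, ci-vp-r and LOC100177903 were lower in both. Independent lists of these sizes would share 0.504 higher and 0.0719 lower genes, and simulated unchanged groups sharing the cardiac libraries had a mean overlap of 0.09 and at most 2. Across genes, which are not independent replicates, the fold changes of the 2 comparisons had a correlation of 0.457, and unchanged groups a mean of 0.497. The covariance was 0.257, against a mean of 0.0464 and a highest value of 0.0613 in unchanged groups. With 2 cardiac libraries the controls could not be split, so part of the excess overlap may come from sharing them. By the authors' adjusted p, LOC494380 passed in neither the PS (0.153) nor the SS (0.227), and the other shared genes passed in both. The overlap was 67 genes without the term for the removed factor (28 higher, 39 lower) and 43 by the authors' adjusted p (12 higher, 31 lower), so the balance of directions turned. It was 1 with a pseudocount of 0.1 or 10, and 0 without the trend, either cardiac tube replicate or either stomach sinus replicate. It was 36 without PS replicate 1 (17 higher, 19 lower) and 33 without PS replicate 2 (16 higher, 17 lower).

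The sinuses were compared directly because the study asked whether they are equivalent. Higher in the PS were th (155 ± 94.9 FPKM against 1.02 ± 0.255 in the SS, log2 fold change 6.13 ± 0.57, adjusted p = 0.0107), pax3/7-like (4.44 ± 0.42), hnf6 (3.69 ± 0.40), opsin3 (3.09 ± 0.43), fut8 (3.08 ± 0.43) and LOC100101819 (3.05 ± 0.42). Lower were dlc (61.8 ± 1.05 FPKM in the SS against 0.566 ± 0.801 in the PS, -5.43 ± 0.46, adjusted p = 0.0107), zf(c2h2)-43 (-3.95 ± 0.49), dead1a (-3.04 ± 0.39) and soxh (-2.54 ± 0.38). The difference was 0.16 ± 0.15 for hox3, with a 90% interval of -0.13 to 0.45. For ipf1 it was -0.08 ± 0.77 with an interval of -1.57 to 1.40, which shows neither a difference nor equivalence. Its sign is negative although its mean FPKM was higher in the PS, because the mean of logs weighs the low PS library more. The gene endostyle-specific, at 569 ± 624 FPKM in the PS and 15.7 ± 8.15 in the SS, did not pass (4.53 ± 1.02, adjusted p = 0.119). By the authors' adjusted p (DESeq2 Wald test) it passed (0.00559), and the study's stomach gene gh18 passed lower in the PS (0.0404). The study's tgfbeta2 (0.43), sfrp3/4-b (0.945) and ciap (0.99) did not pass by it.

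In all, 10 of 793 genes passed, 6 higher and 4 lower in the PS, and 118 had an unadjusted p under 0.05. The count was 33 without the term for the removed factor (21 higher, 12 lower), 58 by the authors' adjusted p (30 higher, 28 lower), 17 with adjusted values in place of FPKM, 3 with genes of mean FPKM under 5 left out and 2 with a pseudocount of 0.1. It was 0 without either cardiac tube replicate or stomach sinus replicate 2, 1 without stomach sinus replicate 1, and 58 and 36 without PS replicate 1 and PS replicate 2. Without PS replicate 1 the balance turned (20 higher, 38 lower), and without PS replicate 2 it did not (22 higher, 14 lower).

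For 601 of the 793 genes (75.8%) the 90% interval of the difference between the sinuses lay within -1 to 1 of log2(FPKM + 1), and for 182 genes the data showed neither a difference nor equivalence. Within a margin of 0.58 the count was 355. It was 580 with a pseudocount of 0.1 and 717 with 10. Of the 64 genes past the threshold against the cardiac tube in either sinus, 36 (56.2%) were equivalent by this measure and 10 differed. The 8 genes that passed in both sinuses included 6 equivalent ones.

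Between the sinuses, 15 of the 16 germline and sperm genes had lower values in the PS, with a median log2 fold change of -1.36, and none passed alone (permutation adjusted p = 0.0003, from a raw p of 1e-05, the smallest the resampling can give, and camera adjusted p = 0.749 with an estimated correlation). By the authors' adjusted p (DESeq2 Wald test), ci-rsp9 (0.00377), tektinB1 (0.00751), dnal1 (0.00865) and s-themis-b (0.0213) passed lower in the PS. Of the same list, lrr37 (0.0978), ci-rsp4/6 (0.103) and s-themis-a (0.137) did not pass by it. The 4 endostyle and thyroid genes all had positive fold changes and none passed, with a median of 1.36 (permutation adjusted p = 0.0265, camera adjusted p = 0.706 with an estimated correlation). The 3 pharyngeal genes named by the study were all positive and none passed, with a list permutation adjusted p of 0.0315 (camera adjusted p = 0.706 with an estimated correlation), and 20 of 27 FGF, ephrin and receptor tyrosine kinase genes were positive, none of them past the threshold (permutation adjusted p = 0.0464, camera adjusted p = 0.706 with an estimated correlation). The symbol pax3/7-like, meant for the pharyngeal list, passed alone, and with it added that list passed (permutation adjusted p = 0.0006). The study chose that list on these samples. With list membership corrected by symbol, the endostyle and thyroid list (permutation adjusted p = 0.0511) and the FGF, ephrin and receptor tyrosine kinase list (0.0506) no longer passed, the latter with unchanged members and through the adjustment alone. Without the genes and lists of the study their values were 0.222 and 0.176. With all members kept and only the study's lists left out of the adjustment they were 0.0506 and 0.0777. Calls were also lost in fits without single libraries, which leave 1 residual degree of freedom. The endostyle and thyroid list did not pass without stomach sinus replicate 2 (0.228). The pharyngeal list did not pass without PS replicate 2 (0.0654) or stomach sinus replicate 1 (0.0973). The FGF, ephrin and receptor tyrosine kinase list did not pass without PS replicate 1 (0.217), PS replicate 2 (0.31), stomach sinus replicate 1 (0.0764) or stomach sinus replicate 2 (0.0976). Tested on the median log2 fold change, the pharyngeal list (0.165) and the FGF list (0.26) did not pass. The neural list did not pass between the sinuses on the mean signed z (permutation adjusted p = 0.0967), but did on the median (0.0309). Of 26 symbols of the hemocyte and immune list, 18 were positive. The list did not pass with all 26 (permutation adjusted p = 0.0627) or without the 2 actin capping genes capza and capzb (0.0512).

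The remaining lists did not pass in any of the 3 comparisons. Their smallest permutation adjusted p was 0.862 for Notch signaling (PS against SS), 0.15 for Hedgehog and retinoid signaling (SS against the cardiac tube), 0.305 for extracellular matrix, 0.391 for ion channels and mechanosensing, 0.676 for cell cycle and 0.601 for heat shock and ribosome genes. The contractile muscle list had 2 listed members, too few for a list test. Of these smyd1 was lower in the PS.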

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

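All tests of explanations in this part were chosen after the results were seen. The 10 genes below stood out because their change against the cardiac tube differed between the sinuses in the direct test (limma, adjusted p under 0.05). The differences, pharyngeal minus stomach on the log2 scale, were 6.13 for th, 4.44 for pax3/7-like, 3.69 for hnf6, 3.09 for opsin3, 3.08 for fut8 and 3.05 for LOC100101819, and -5.43 for dlc, -3.95 for zf(c2h2)-43, -3.04 for dead1a and -2.54 for soxh.

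Germline, sperm and axonemal genes tended to higher values in the stomach sinus than in the other parts. In the fit used here only dnal1 of the 16 passed against the cardiac tube and none between the sinuses. By the authors' adjusted p (DESeq2 Wald test), ci-rsp9, tektinB1, dnal1 and s-themis-b passed in both comparisons, while ci-rsp4/6 and s-themis-a passed in neither. The list's calls were lost with an estimated correlation (camera adjusted p = 0.756 and 0.749), and the rotation test fry gave unadjusted p of 0.217 and 0.148. In the deposited values the pattern did not rest on a single stomach library: 12 of 16 members lay above both cardiac libraries in replicate 1 and 14 in replicate 2. The factor taken out had tied the replicates of all groups. These values therefore cannot exclude that 1 library carried the pattern before that step. Whether 1 admixed source of RNA, such as sperm or ciliated tissue in the stomach pieces, or ciliated cells of the sinus itself gave these reads cannot be told apart: the members moved together between the 2 stomach libraries (mean log2 ratio 0.995 against 0.07 for all genes, permutation p = 1e-05, the smallest the resampling can give), which either would give, and 0 of the 16 were at 0 in all other libraries. This test replaced an earlier one of the spread of the ratios, and a tissue difference stays open and untested.

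Another group, with th, pax3/7-like and hnf6, was high in the pharyngeal sinus alone. In the deposited values it did not rest on a single pharyngeal library: 15 genes lay over 4-fold above all 4 other libraries in replicate 1 and 15 of them lay above these in replicate 2, and 12 of 12 the other way round, where 23.1% and 20.9% of all genes did (smaller share 100%). As the replicates were tied, these values cannot exclude that 1 library carried it before the factor was taken out. The paper put endostyle genes in this sinus down to likely carry-over of tissue in dissection, and took them to mark the origin of the samples. RNA from the endostyle, which lies beside this sinus, cannot be told apart from expression in the sinus: the endostyle and thyroid list passed between the sinuses but not against the cardiac tube (permutation adjusted p = 0.177). The first call was lost with an estimated correlation (camera adjusted p = 0.706), with corrected membership (0.0511) and without stomach sinus replicate 2 (0.228). Without pharyngeal replicate 1 the list passed against the cardiac tube (0.0128). Of its members, endostyle-specific reached 569 FPKM in the pharyngeal sinus with an SD of 624. By the authors' adjusted p (DESeq2 Wald test) that gene passed against the cardiac tube (0.0046) and between the sinuses (0.00559). The other members, foxE, foxq and pax2/5/8-b, passed in neither.

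The replicates of the 3 groups were tied to each other in the deposited values. The third singular value of their differences over the second was 0.00156, which 1 factor taken out before deposit would give. Chance is argued against by shuffling the differences over genes 1000 times, where the smallest ratio was 0.738, and a repeated deposit of 1 library by the chi-square between replicates, at least 16.3 per degree of freedom. No biological explanation was tested.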

How the results depend on the processing

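The fit was settled after several fits had been seen, and the settings without the factor term, without the trend, with other pseudocounts, the FPKM filter, adjusted values, the authors' adjusted p, corrected lists, the adjustment without the study's lists and estimated correlation were chosen after seeing the data. Counts below are for the pharyngeal sinus against the cardiac tube (59), the stomach sinus against it (13), the pharyngeal against the stomach sinus (10) and genes shared by both sinuses (8). No called gene named and no called list changed sign, though some lists that did not pass did. The balance of counts turned: from 10 higher and 3 lower in the stomach sinus to 47 and 66 without the factor term, 35 and 63 by the authors' adjusted p, 23 and 25 at adjusted p under 0.1 and 86 and 96 at unadjusted p under 0.05; from 5 and 3 shared to 28 and 39, 12 and 31, 14 and 16 and 41 and 54 in these, and 17 and 19 and 16 and 17 without pharyngeal replicates 1 and 2; and from 6 and 4 between the sinuses to 20 and 38 without pharyngeal replicate 1. Adjusted p under 0.01 gave 8, 0, 0 and 0, adjusted p under 0.1 gave 101, 48, 25 and 30, and unadjusted p under 0.05 gave 185, 182, 118 and 95. A 2-fold minimum gave 38 in the first and 5 shared, and adjustment over the 3 comparisons together 37 in the first. Without the factor term the counts were 151, 113, 33 and 67. Without the trend they were 13, 0, 15 and 0. A pseudocount of 0.1 gave 2, 2 and 1 in the last 3, and a pseudocount of 10 gave 2 for the stomach sinus and 1 shared. Leaving out genes with mean FPKM under 5 gave 26, 3 and 16 in the last 3, adjusted values in place of FPKM 32, 17 and 22, and the authors' adjusted p 98, 58 and 43. Equivalence (601 genes) fell to 355 with a margin of 0.58 and was 36 of the 64 genes past the threshold in either sinus; its other values ranged from 492 to 717. List tests (13) were 11 without the factor term, which ended neural (0.0714) and Hox and ParaHox (0.155) in the pharyngeal sinus, 2 without the genes named by the study, 0 with an estimated correlation and 10 with corrected membership. The 2 also left out the study's lists (6 of the 13), and adjusted over the other 51 tests with all members 3 passed. The test with an estimated correlation, on 2 residual degrees of freedom, could pass hardly any list. Corrected membership, partly through the adjustment alone, ended those of Hox and ParaHox (0.0511) in the pharyngeal sinus and, between the sinuses, of endostyle and thyroid (0.0511) and of FGF, ephrin and receptor tyrosine kinase genes (0.0506). Leaving out 1 library, which leaves 1 residual degree of freedom and assumes that the lone library varies like the others, gave 0 to 81, 0 to 92, 0 to 58 and 0 to 36, 492 to 602 equivalent genes and 10 to 14 list tests. Leaving out a sinus library ended up to 3 list calls, those of Hox and ParaHox in the pharyngeal sinus and of endostyle and thyroid, the study's pharyngeal genes and FGF, ephrin and receptor tyrosine kinase between the sinuses. Whether the replicate numbers pair the samples is not stated, and the values cannot show it, since the removed factor forces the deviation correlations (-0.46, -0.54 and -0.46) and set replicate 1 against replicate 2 in all 3 groups (weights 0.641, 0.531 and 0.554). The replicate block in its place gave 61, 13, 10 and 8, with all 59, 13 and 10 genes among them, and 13 list tests. Of the single genes and lists named, 677 values stayed on their side of the threshold and 311 lost it. The cause was not tested. DESeq2 and edgeR with 1 factor were planned for counts and not run, since the values are not counts. Sequencing depth is unknown, so what it limits cannot be given.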

Other observations

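The tests in this part were chosen after the results were seen. Vanabins, the vanadium-binding proteins of ascidian blood cells, had higher values in the pharyngeal than in the stomach sinus in 4 of 4 listed members, with a median log2 difference of 0.48, and none passed alone. About 20 symbol families had been looked through by eye and 3 tested by hand before every family of at least 4 symbols with a shared prefix was tested: of 24 families and 72 tests, 1 passed, this one (permutation adjusted p = 0.0166). The call was lost with an estimated correlation (camera adjusted p = 0.973), where 0 of 72 passed. On 2 residual degrees of freedom that test could pass hardly any family. No cause was tested. The hemocyte and immune list, which holds the 4 vanabins and so is not separate evidence, did not pass between the sinuses (permutation adjusted p = 0.0627).

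Receptors of gonadotropin-releasing hormone were a second family seen first and tested after. All 4 listed had positive fold changes in the pharyngeal sinus against the cardiac tube, with a median of 1.74 on the log2 scale, and ci-gnrhr4 passed alone (2.64 ± 0.29). As a family they did not pass over all families (permutation adjusted p = 0.0749, camera adjusted p = 0.973 with an estimated correlation), though a test of the hand-picked families alone, with the ligand added, had passed. Another hand-picked family, NADPH oxidase, shares no prefix and was not covered.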
